A study of Homo sapiens with 2 samples. Its data were reported in "Positionally distinct interferon-stimulated dermal immune-acting fibroblasts promote neutrophil recruitment in Sweet syndrome" (2025).

How the data were processed

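Nuclei of formalin-fixed skin were profiled by the authors with 10x Genomics Flex, which counts RNA through probes for chosen genes. The deposited matrices hold counts, whole-number UMI counts per gene and nucleus barcode that Cell Ranger 7.1.0 made on GRCh38, without normalization, doublet removal or ambient correction visible in them. Other deposited files (unit: other) list barcodes, genes and library names, with no measurement. GEO's labels describe 2 pooled samples and give no diagnosis. The submitters' deposited table states the diagnosis of 20 libraries in words, of which 17 have a matrix, and 3 were not analysed here. Diagnoses were taken from that table only. The comparisons between diagnoses had been planned on the condition that a file states them.

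Nuclei with at least 200 genes, at least 300 UMIs and at most 10% mitochondrial UMIs were kept, 70801 of 74796 (94.7%). Y-linked genes and XIST (16 genes) were left out. Scrublet marked 0.298% of nuclei, which were kept. Of its 211 calls, 115 lay in HC replicate 1 and 59 in HC replicate 3. It marked 0 nuclei in PG replicates 4, 5 and 6 and SS replicate 4. The low rate does not show that doublets were absent there, and removing the calls leaves these libraries unchanged. Nuclei were clustered with scanpy 1.11.5 and leidenalg 0.10.2 on 3000 variable genes, 50 principal components and 20 neighbours at resolution 1 (alternative 2), with 211 genes of the reported lists and mitochondria kept out. Clusters were named by 20 lists of cell type markers fixed before the data were examined. The naming thresholds were set after the clusters had been seen. A cluster needed 50 nuclei and 3 markers at least 2-fold up and seen in 5% of its nuclei, and a cluster in which Scrublet marked 5% or more stayed unnamed. A cluster with 2 leading lists within 0.5 in mean log2 fold was split, which made 40 clusters of 35, with 4 unnamed. Macrophage, monocyte and dendritic clusters were merged as myeloid. Proliferating clusters stayed outside the 5 lineages, which were fibroblast-like, epithelial, myeloid with mast, neutrophil-like and plasmacytoid dendritic-like nuclei, lymphoid, and endothelial with mural nuclei.

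The library (1 biopsy) was the replicate. UMIs were summed per library and class or lineage with at least 30 nuclei and fitted with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood test, Benjamini-Hochberg adjusted P, threshold 0.05). Lineages were compared within libraries, each against the mean of the other 4, with the library as a block. The 3 diagnoses shared 1 fit per class. SEs are approximate, the log2 fold change over the root of F. For the 16 fixed gene lists, camera (limma 3.58.1) was run with a preset correlation of 0.01 and with an estimated one, and fry beside it. Floors are 3 counts over a group's summed UMIs, also where the group is the 2 shallow HC libraries, and ratios against 1 to 3 counts have exact 95% intervals. Shares were compared by two-sided exact rank permutation tests. Correlations used mean log2 CPM of a list (prior count 2) and 100000 permutations, two-sided. Named genes were all members of the CXCR2 ligand, CXCR4 ligand and study interferon lists, of each other list the 2 largest passing changes and the largest opposite one, and over all genes outside the markers the 5 highest and 5 lowest passing changes with 1 direction in 90% of libraries, which between diagnoses meant 90% of the first group's libraries on that side of the other group's median.

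The fits were tested on simulated data with 200 changed genes. In fibroblast-like nuclei of SS and HC, 26% of 2-fold and 89% of 4-fold changes were recovered with 4.17% false calls. In those of SS and PG 30% and 88% were recovered with 3.28% false calls. Over the keratinocyte-like, myeloid, T and NK and vascular classes with SS against HC or PG, 10% to 23% and 70% to 87% were recovered, with 1.19% to 7.34% false calls (above 5% in T and NK nuclei, 7.34% and 7.14%, and in vascular nuclei of SS and HC, 6.67%), and for the fibroblast-like lineage within libraries 92% and 97%. Plasma nuclei and the other lineages were not simulated. Alternatives were DESeq2 1.42.0, its size factors, no filter, no library block, at least 100 nuclei or 1000 UMIs, resolution 2, Scrublet calls removed, a prior count of 0.5, the study's interferon list, the first pool alone and leaving out each library. Nuclei thinned to 300 UMIs, counts less 20% of the ambient profile in the comparisons between diagnoses, only the 2 shallow HC libraries, and the plasmacytoid dendritic-like class less its cluster led by XCR1 were added after the data had been seen. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.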

Results

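Nuclei were measured from formalin-fixed skin biopsies of patients with Sweet syndrome (SS, n = 6) or pyoderma gangrenosum (PG, n = 6), neutrophilic dermatoses in which neutrophils enter the skin, and of healthy control (HC) skin (n = 5). Each of the 17 libraries held 1 biopsy. The deposited matrices listed unique molecular identifiers (UMIs, counted RNA molecules) of 18082 genes in 74796 barcodes, of which 70801 nuclei were kept. They held 1248.26 genes and 2386.39 UMIs per nucleus on average. Kept UMIs per library ranged from 218961 in HC replicate 2 to 50986103 in PG replicate 6. The median UMIs per nucleus were 4653, 7075 and 2303 in HC replicates 1, 3 and 4, 499.5 and 783 in HC replicates 2 and 5, from 420 to 1261 in PG and from 443 to 1079 in SS. HC replicate 5 was also the only library of the second sequencing pool. Intervals and floors below cover counting error only. Gene positions are those of GRCh38 in GENCODE v44.

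The first question was which cell classes filled the lesions. Neutrophil-like nuclei made up 2.03% ± 1.49 (SD, n = 12) of a disease library and 0.139% ± 0.238 (SD, n = 5) of an HC library (adjusted P = 0.0116, exact rank permutation test), where HC replicate 3 (0.559%, next 0.101%) carried most of the mean. The paper could not name a neutrophil cluster with confidence in these data, which it ascribes to limits of nuclei from fixed tissue. These shares may therefore differ from those of neutrophils in the tissue. Myeloid nuclei, those of macrophages, monocytes and dendritic cells, rose from 6.14% ± 2.82 to 25.6% ± 11.8 (adjusted P = 0.0136, exact). Plasmacytoid dendritic-like nuclei, a class known for interferon release, rose from 0.183% ± 0.145 to 0.785% ± 0.527, with any such nucleus in 11 of 12 disease libraries and 4 of 5 HC libraries (adjusted P = 0.0249, exact). Of the 29 such nuclei in HC, 19 lay in a cluster of 51 nuclei led by XCR1, a gene of conventional dendritic cells, and without it the shares were 0.0902% ± 0.122 and 0.740% ± 0.490 (adjusted P = 0.0249, exact). Proliferating nuclei rose from 1.42% ± 0.961 to 4.43% ± 2.14 (adjusted P = 0.0140, exact). Mast-like nuclei fell from 4.94% ± 5.84, a mean raised by HC replicate 2 (15.2%, next 4.14%), to 0.633% ± 1.19, raised by SS replicate 5 (4.34%, next 0.732%) (adjusted P = 0.0140, exact). Eccrine-like nuclei fell from 3.38% ± 2.50 to 0.782% ± 1.47, raised by SS replicate 5 (4.945%, next 2.31%) (adjusted P = 0.0249, exact). Sebaceous-like nuclei fell from 2.18% ± 3.12, raised by HC replicate 5 (7.74%, next 1.01%), to 0.366% ± 0.611, raised by SS replicate 6 (2.01%, next 1.16%) (adjusted P = 0.0429, exact). Nuclei left without a name also fell, from 3.35% ± 1.39 to 0.729% ± 0.611 (adjusted P = 0.0136, exact). Fibroblast-like nuclei made up 17.7% ± 5.48 of disease and 21.3% ± 8.45 of HC libraries (adjusted P = 0.727, exact). Keratinocyte-like nuclei made up 24.03% ± 14.66 of disease and 38.1% ± 19.1 of HC libraries (adjusted P = 0.269, exact). Both shares differed by less than the spread between biopsies. These 18 tests of both diseases against HC, and the 54 between single diagnoses, were added after the diagnoses had been read. Between single diagnoses, none of the 54 shares passed the adjustment (smallest adjusted P = 0.0519, exact).

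**Figure D1:**
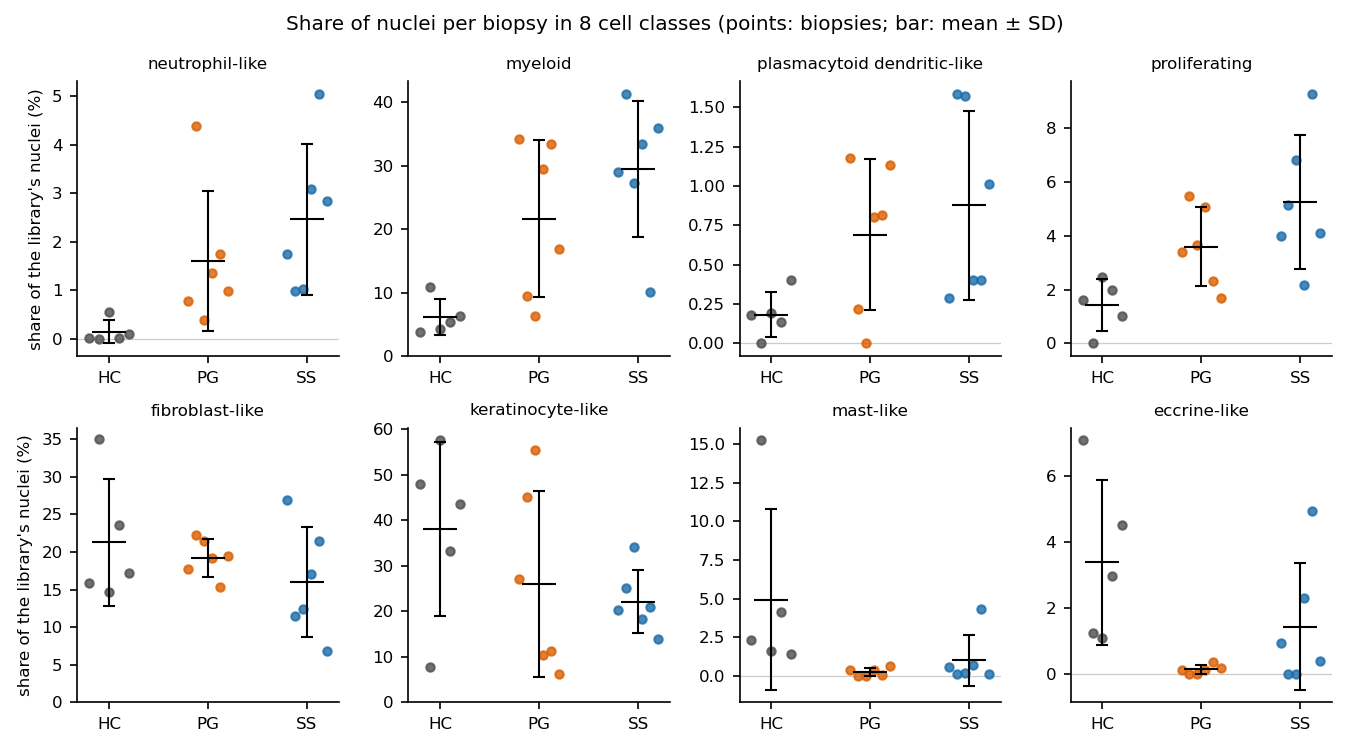
Share of each library's nuclei (percent, vertical axis) in 8 cell classes for HC (n = 5), PG (n = 6) and SS (n = 6). Points are biopsies and the black bar is the mean ± SD. Neutrophil-like nuclei reached at most 0.559% in HC skin and averaged 1.60% in PG and 2.46% in SS. The PG mean was raised by PG replicate 2 (4.38%, next 1.75%).

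The next question was which lineage carried the neutrophil chemokines. Fibroblast-like nuclei carried more CXCL5, a ligand of the neutrophil receptor CXCR2, than the mean of the other 4 lineages of the same biopsies (log2 fold change 4.04 ± 0.26, SE, adjusted P = 3.4e-20). No number of libraries with a higher level is given, since most HC libraries held no CXCL5 UMI in fibroblast-like nuclei. CXCL5 (ENSG00000163735, chromosome 4, 73995642 to 73998677) stood at 502 ± 899 CPM (a gene's UMIs scaled to a common library total, SD, n = 17) in fibroblast-like and 69.4 ± 154 CPM in nuclei of the myeloid lineage, which held mast-like, neutrophil-like and plasmacytoid dendritic-like nuclei too. A few libraries carried these means, and the medians were 14.6 and 8.61 CPM. The CXCR2 ligands CXCL3 (2.25), CXCL1 (1.54) and CXCL2 (0.92) were higher as well, so that 4 of the 5 tested members rose, also 4 adjusted over the list alone. The camera test of the list did not pass (adjusted P = 0.248, adjusted p = 0.618 with an estimated correlation). In the myeloid lineage 4 of the 5 were higher as well, with a larger median (2.22 against 1.54). CXCL8, the best known neutrophil attractant, did not differ (−0.34, adjusted P = 0.316), and stood at 441 ± 906 CPM in fibroblast-like and 2059 ± 5647 CPM in myeloid lineage nuclei (n = 17, medians 55.6 and 311.9 CPM). Over all libraries neutrophil-like nuclei held 29.2% of the CXCL8 UMIs and macrophages, monocytes and dendritic cells 20.8%. CXCL12, the ligand of CXCR4 (ENSG00000107562, chromosome 10, 44370165 to 44386493), was higher in fibroblast-like nuclei (3.29 ± 0.20, SE, adjusted P = 1.2e-24), at 1239 ± 547 CPM. Fibroblast-like nuclei held the largest part of a library's CXCL12 in 17 of 17 libraries and of its CXCL5 in 9 of 10 with enough counts, whereas the myeloid lineage held the largest part of CXCL8 in 10 of 14, of CXCL2 in 8 of 14 (fibroblast-like 3) and of CXCL3 in 7 of 14 (fibroblast-like 6). For CXCL1 the largest part was epithelial in 5, fibroblast-like in 5 and myeloid in 4 of 14. CXCL1 and CXCL2 lost the call without the library block (1.28, adjusted P = 0.063, and 0.89, adjusted P = 0.15), and CXCL2 also in nuclei with at least 1000 UMIs (0.68, adjusted P = 0.073).

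**Figure D2:**
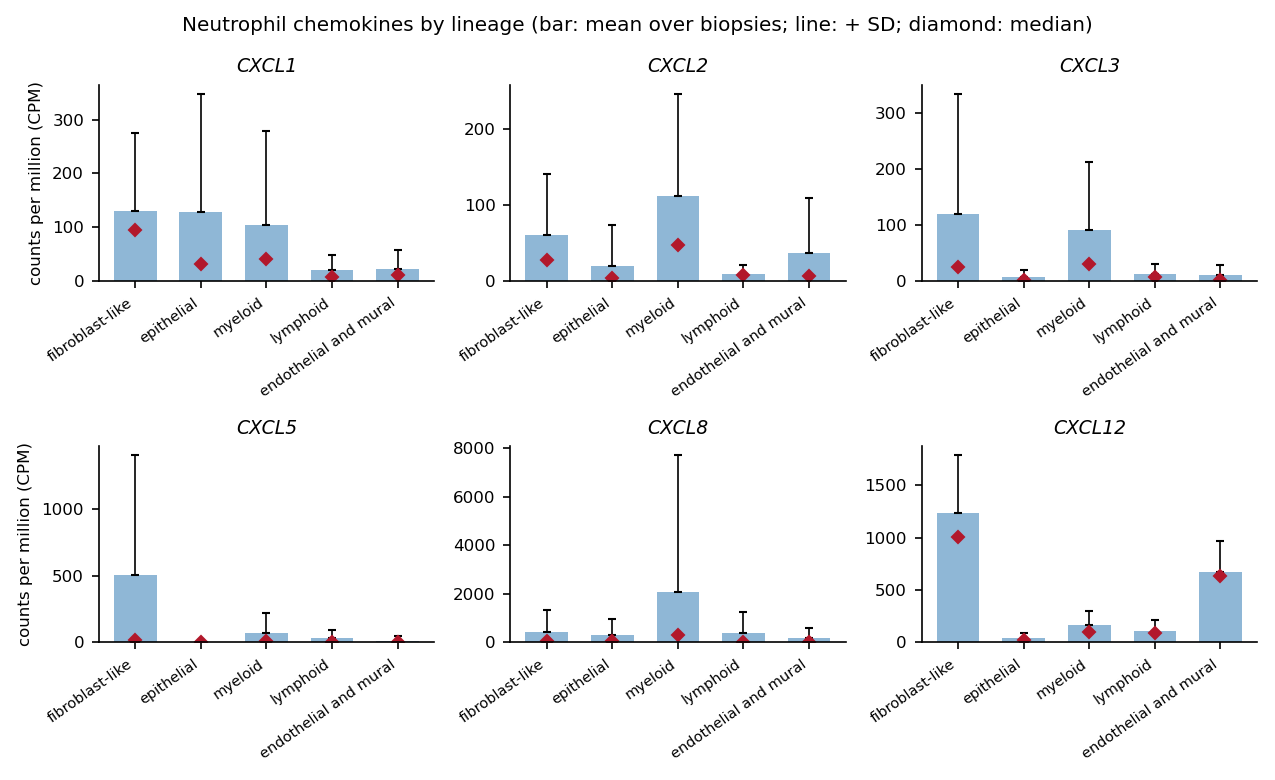
CPM (vertical axis) of 6 neutrophil chemokines in 5 lineages. Bars are means over biopsies (n = 17, and 15 for the lymphoid lineage), lines add 1 SD and diamonds are medians. The means of CXCL5 and CXCL12 peaked in fibroblast-like nuclei at 502 and 1239 CPM and that of CXCL8 in the myeloid lineage, neutrophil-like nuclei included, at 2059 CPM.

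Other lists described the fibroblast-like lineage, in which 2971 genes were higher and 3204 lower than in the other lineages of 11124 tested. All 12 myofibroblast matrix genes were higher (median log2 fold change 3.65, adjusted p = 8.6e-06 with an estimated correlation), among them FAP (4.96), a surface protease of activated fibroblasts. All 7 tested papillary genes (2.46, adjusted p = 0.00457 with an estimated correlation), all 7 progenitor genes, led by PI16 (4.73, same p), and 7 of 8 metalloproteinases, led by the gelatinase MMP2 (4.71, adjusted p = 2.3e-04 with an estimated correlation) were higher too. Of 12 inflammatory cytokines, 7 were higher, such as complement C3 (4.57) and IL24 (4.27), and 4 were lower, such as TNF (−2.32). Of 11 monocyte and lymphocyte chemokines, 5 were higher, such as CCL19 (3.11), and 3 lower, such as CCL4 (−1.68). All 11 tested barrier alarmins were lower, such as S100A9 (−2.09), a subunit of the calprotectin dimer of keratinocytes and neutrophils (adjusted p = 0.332 for the list with an estimated correlation). Counts adjusted over the list alone were equal for these lists, except that 4 monocyte and lymphocyte chemokines were lower.

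The study asked whether cell types beside fibroblasts respond to interferon in SS. Here the levels of interferon-stimulated genes were compared between lineages over all libraries, a different question. The type I interferon list (40 genes) had a median log2 difference of 0.41 in myeloid nuclei, where 21 genes were higher and 5 lower (23 and 5 adjusted over the list alone, camera adjusted P = 0.0857, adjusted p = 0.761 with an estimated correlation). It was lower in epithelial nuclei, with 3 genes higher and 28 lower (median −0.63, camera adjusted P = 0.00878, adjusted p = 0.533 with an estimated correlation). In fibroblast-like nuclei 6 genes were higher, such as STAT2 (1.21), and 11 lower (median −0.10), with 6 and 10 adjusted over the list alone. The medians were 0.15 in lymphoid and −0.03 in endothelial and mural nuclei.

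In fibroblast-like nuclei of patients with SS, neutrophil chemokines, matrix proteases and interferon-stimulated genes rose against HC skin. All 6 CXCR2 ligands rose (median log2 fold change 8.32, or 7.32 with genes near 0 at their bound, 6 adjusted over the list alone). CXCL1 rose by 5.84 ± 1.23 (SE, adjusted P = 0.00179) to 158 ± 147 CPM (n = 6). CXCL5 was 3168 times higher (95% interval of the counts 567.5 to 125200, 1194 UMIs against 1) and CXCL8 2511 times (694.3 to 20750). CXCL12 did not pass (−0.73 ± 0.35, adjusted P = 0.105), although it did without HC replicate 2 (−0.91, adjusted P = 0.049). The collagenase MMP1 (ENSG00000196611, chromosome 11, 102789401 to 102798160) stood at 7626 ± 6999 CPM in SS and 0.599 ± 0.627 CPM in HC (log2 fold change 12.81 ± 1.46, adjusted P = 6.5e-06, above the HC median in 6 of 6), and the stromelysin MMP3 rose by 10.15. With them rose tenascin C (TNC, chromosome 9, 115019575 to 115118207), an extracellular matrix protein of wounds, from 31.9 ± 19.0 to 7954 ± 4508 CPM (7.81 ± 0.79, adjusted P = 1.3e-06). The cytokine IL24 was at least 1770-fold and CSF3, the growth factor of neutrophils, at least 622.9-fold higher over a floor of 3 counts in the group. The Wnt inhibitor WIF1 (−6.16), the stem cell receptor LGR5 (−7.20) and the progenitor marker CD34 (−3.86) fell.

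Of 34 type I interferon genes tested in these nuclei, 26 rose and none fell (median 2.14, 28 adjusted over the list alone). The rise differed between biopsies: the mean log2 CPM of the list was 8.95, 7.83 and 6.82 in SS replicates 1, 6 and 2, but 4.87 in SS replicate 5, below 4 of the 5 HC libraries, and PG replicates 4 (6.64) and 5 (6.89) lay above SS replicates 3, 4 and 5. Examples were the ubiquitin-like ISG15 (4.55 ± 0.99, adjusted P = 0.00227), OAS2, which senses viral RNA (4.97, 6 of 6), and IFI44L (4.66 ± 1.21, adjusted P = 0.00684, 4 of 6, chromosome 1, 78619902 to 78646145). The list passed camera (adjusted P = 1.4e-06), but not with an estimated correlation (adjusted p = 0.384). All 9 tested genes of the study's own interferon list rose, which is not independent evidence, since the study chose them on these samples. Of 15 interferon-gamma genes, 10 rose, led by the guanylate-binding GBP5 (6.76) and the chemokine CXCL10 (525.4 times, 95% interval 144.5 to 4353), and 11 adjusted over the list alone. Beside these, 6 of 7 monocyte and lymphocyte chemokines (CCL8, 5.97), 8 of 8 barrier alarmins (S100A9, 8.35), 5 of 7 metalloproteinases, 8 of 14 cytokine receptors, 4 of 9 inflammatory cytokines, 4 of 9 glycolysis genes (hexokinase HK2, 3.55) and 3 of 11 immediate-early genes (JUNB, 3.31) rose. Of 12 myofibroblast matrix genes 4 rose and 2 fell, and of the papillary and progenitor genes 3 of 8 and 3 of 7 fell and 1 each rose. Every one of these lists had an adjusted p of 0.384 or more with an estimated correlation. Markers of other cells moved too: 5 of 9 macrophage and 2 of 2 neutrophil markers rose. In all, 1741 genes were higher and 1592 lower of 9024 (edgeR). With only the 2 shallow HC libraries the count was 406, and with nuclei thinned to 300 UMIs 1345. Against the shallow HC libraries MMP1 (at least 528.1-fold, adjusted P = 0.0208) and TNC (8.76, adjusted P = 0.00504) kept the call. It was lost by the chemokines CXCL1 (3.14, adjusted P = 0.340), CXCL5 (at least 40.81-fold, adjusted P = 0.290), CXCL8 (at least 46.19-fold, adjusted P = 0.254), CXCL10 (at least 16.42-fold, adjusted P = 0.420) and CCL8 (9.74 times, 95% interval 3.307 to 47.44, adjusted P = 0.374), by MMP3 (8.09, adjusted P = 0.0850), IL24 (at least 49.24-fold, adjusted P = 0.2204), CSF3 (at least 17.6-fold, adjusted P = 0.376), CD34 (−3.92, adjusted P = 0.0855) and HK2 (13.76 times, 2.439 to 546.6, adjusted P = 0.0615), and by the interferon genes ISG15 (3.76, adjusted P = 0.249), OAS2 (15.26 times, 4.197 to 126.5, adjusted P = 0.182), IFI44L (4.385, adjusted P = 0.245) and GBP5 (at least 25.94-fold, adjusted P = 0.253). A call that ended with 2 HC libraries does not by itself show that the change was smaller. The estimate was smaller for CXCL1, MMP3, ISG15 (3.76 against 4.55) and IFI44L (4.385 against 4.66), and not for TNC or CD34.

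In fibroblast-like nuclei of patients with PG, the chemokines and proteases rose as well, with 1542 genes higher and 1359 lower of 9024 than in HC skin. All 6 CXCR2 ligands rose (median 8.44, or 7.48 at the bound, 6 adjusted over the list alone). CXCL1 rose by 5.95 ± 1.23 (adjusted P = 0.00182), CXCL5 was 2902 times (95% interval 520.7 to 114600) and CXCL8 551.9 times (152.6 to 4560) higher. CXCL12 did not pass (−0.23 ± 0.35, adjusted P = 0.657). MMP1 rose by 12.23 ± 1.44 (adjusted P = 8.8e-06) to 5097 ± 4125 CPM (n = 6), TNC by 6.37 ± 0.75 and the metalloprotease ADAM12 by 7.54 ± 0.59 (adjusted P = 7.3e-08). Myofibroblast matrix genes rose in 7 of 12 cases (median 2.09, 8 adjusted over the list alone, camera adjusted P = 1.8e-05, adjusted p = 0.257 with an estimated correlation). Progenitor genes fell in 3 of 7 cases and rose in 1 (median −2.14, camera adjusted P = 0.0238, adjusted p = 0.326 with an estimated correlation), with CD34 at −4.06. Of 34 type I interferon genes 11 rose (median 1.07, 11 adjusted over the list alone, camera adjusted P = 0.0027, adjusted p = 0.512 with an estimated correlation). OAS2 rose (3.37), whereas IFI44L (1.90, adjusted P = 0.209), IFI6 (1.32, adjusted P = 0.272) and MX1 (1.12, adjusted P = 0.339) did not pass. Of 15 interferon-gamma genes 10 rose (GBP5, 5.88). Of the study's interferon list 4 of 9 rose. Barrier alarmins rose in 8 of 8, metalloproteinases in 5 of 7, glycolysis genes in 5 of 9 and immediate-early genes in 4 of 11 cases. Every one of these lists had an adjusted p of 0.168 or more with an estimated correlation. Along with these groups, 8 of 9 macrophage markers, 2 of 3 plasma cell markers and 2 of 2 neutrophil markers rose. The cluster led by COMP held 672 of 3152 fibroblast-like nuclei in HC, 2875 of 7073 in PG and 529 of 2249 in SS, so a shift of subsets was not separated from a change of state. PG replicate 6 alone held 55.4% of this cluster's nuclei and 4495 of the 7073 fibroblast-like nuclei of PG, so the pooled PG share rests largely on it. The count of genes was 317 with only the 2 shallow HC libraries and 1174 with thinned nuclei. Against the shallow HC libraries MMP1 (at least 352.4-fold, adjusted P = 0.0309) and TNC (7.30, adjusted P = 0.0108) kept the call, and CXCL1 (3.25, adjusted P = 0.358), CXCL5 (at least 52.02-fold, adjusted P = 0.311), CXCL8 (at least 35.1-fold, adjusted P = 0.315), CD34 (−4.09, adjusted P = 0.0801), OAS2 (5.381 times, 95% interval 1.484 to 44.52, adjusted P = 0.474) and GBP5 (at least 13.08-fold, adjusted P = 0.360) lost it. Of the log2 estimates, that of CXCL1 was smaller (3.25 against 5.95), and those of TNC (7.30 against 6.37) and CD34 (−4.09 against −4.06) were not.

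**Figure D3:**
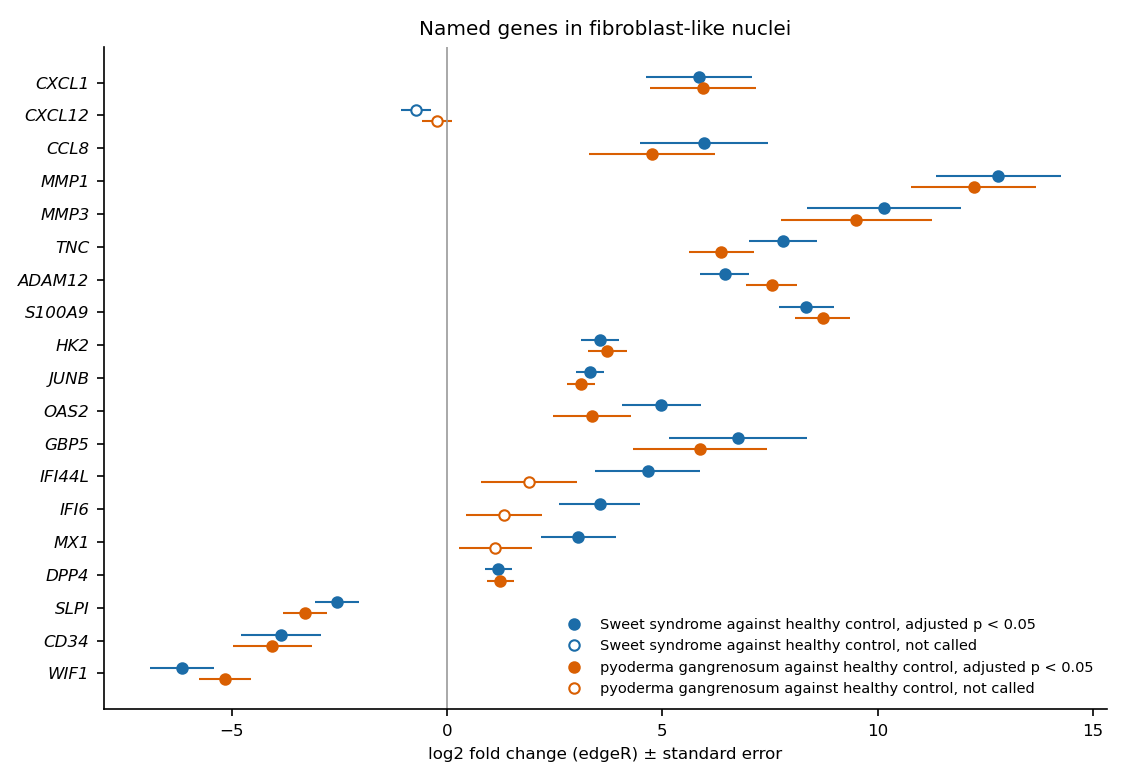
Log2 fold changes (horizontal axis) with standard errors of 19 named genes in fibroblast-like nuclei of SS (n = 6, blue) and PG (n = 6, orange) against HC (n = 5). Filled points passed an adjusted p of 0.05. IFI44L, IFI6 and MX1 passed in SS (4.66, 3.54 and 3.05) and not in PG, and their difference between SS and PG did not pass.

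A direct comparison of SS with PG asked which of these changes set the diseases apart. In fibroblast-like nuclei only DACT1, a modulator of Wnt and TGF-beta signalling, passed of 9024 genes (−3.04 ± 0.43, SE, adjusted P = 0.00439). DACT1 (ENSG00000165617, chromosome 14, 58633967 to 58648321) stood at 11.6 ± 5.15 CPM in SS and 95.6 ± 54.3 CPM in PG (SD, n = 6 each). At an unadjusted p below 0.05 there were 759 genes, and DESeq2 called 41. The interferon genes leaned to SS without passing: IFI44L differed by 2.761 ± 0.9975 (adjusted P = 0.400, 3 of 6 SS libraries above the PG median), IFI6 by 2.22 (adjusted P = 0.413) and MX1 by 1.93 (adjusted P = 0.465). The type I list had a median of 0.87 with no gene called, or 2 adjusted over the list alone (camera adjusted P = 1.6e-08, adjusted p = 0.608 with an estimated correlation). Myofibroblast matrix genes had a median of −1.14, with 7 lower and 1 higher adjusted over the list alone (camera adjusted P = 1.6e-06, adjusted p = 0.434 with an estimated correlation). The cluster led by COMP, of which PG replicate 6 held 55.4%, made up 529 of 2249 SS and 2875 of 7073 PG nuclei. A shift of subsets was therefore not separated from a change of state. CXCL8 (0.40 ± 1.17, adjusted P = 0.999) and CXCL5 (−0.35 ± 1.24, adjusted P = 0.999) did not differ beyond their error. The single call became 9, 4, 25 and 5 genes without PG replicate 1, 2, 5 or 6, and 3, 9 and 2 without SS replicate 1, 2 or 3. With nuclei thinned to 300 UMIs it became 0.

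Keratinocyte-like nuclei had the highest median change of the type I interferon list among the 6 classes compared between SS and HC. Of 39 type I genes 36 rose against HC (median 4.05, 37 adjusted over the list alone, camera adjusted P = 5e-14, adjusted p = 0.407 with an estimated correlation). IFI44L stood at 1131 ± 1292 CPM in SS (n = 6) and 1.76 ± 1.35 CPM in HC (n = 4, 9.03 ± 1.87, adjusted P = 0.00318), and the antiviral RSAD2 rose by 7.69. In PG 20 of 39 rose (median 2.37, 24 adjusted over the list alone, adjusted p = 0.472 with an estimated correlation), and the difference between SS and PG called none (median 1.23, 6 adjusted over the list alone, adjusted p = 0.416 with an estimated correlation, IFI44L 4.13, adjusted P = 0.315). All 13 barrier alarmins rose in both diseases (median 8.20 and 9.21), with S100A9 at 12190 ± 7546 CPM in SS against 9.75 ± 10.1 in HC. Keratin 6C, a keratin of wounded epidermis, rose by 12.58 in SS and 12.02 in PG. The cluster led by KRT16 held 297 of 7115 keratinocyte-like nuclei in HC, 396 of 3138 in SS and 457 of 4222 in PG, so a shift of subsets was not separated from a change of state here either. CXCL1 (10.21 and 11.11) and CXCL8 (7.99 and 8.99) rose, as did CD274 (PD-L1, 6.79 and 7.17), while APCDD1, a Wnt inhibitor, fell (−2.34 and −2.01). Neutrophil markers (5 of 5 in both) and macrophage markers (6 of 9 in SS, 9 of 9 in PG) rose in the same nuclei. In total 1498 genes were higher and 1155 lower in SS, and 1779 and 1076 in PG, of 10833. These counts fell to 1573 and 1763 without HC replicate 1, and that of SS to 1724 without HC replicate 4. Between SS and PG edgeR called 0 (920 at an unadjusted p below 0.05, DESeq2 69), and 25 without PG replicate 6.

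The myeloid class, compared next, held different subsets, since 426 of its 796 HC nuclei lay in a cluster led by LILRB5 and SIGLEC1 and 2653 of its 5335 SS nuclei in a cluster led by CLEC5A, so a shift of subsets was not separated from a change of state. Osteopontin (SPP1) rose by 10.02 ± 2.02 in SS (adjusted P = 0.00255) and 10.61 ± 2.04 in PG (adjusted P = 0.00338). IL1B was 110.1 times (95% interval 37.52 to 535.4) and 341.8 times (116.9 to 1658) higher, and the neutrophil attractant CXCL8 785.5 times (217.3 to 6489) and 164.4 times (45.44 to 1358). The chemokine CCL3 was at least 166.3-fold and 68.38-fold higher. CXCL12 fell by 3.28 ± 0.46 on the log2 scale in SS (adjusted P = 7.7e-05). In PG it fell by 1.41 (adjusted P = 0.0292), a call lost without HC replicate 1, 2 or 4 or PG replicate 1, 4 or 5 (−1.46 to −1.22, adjusted P = 0.0518 to 0.102). The CXCL8 call in PG was lost without HC replicate 1, 3 or 4 (adjusted P = 0.0627, 0.0528 and 0.0653). Of 39 type I interferon genes 29 rose in SS (median 2.29, 36 adjusted over the list alone, adjusted p = 0.363 with an estimated correlation) and 6 in PG (median 1.41, 6 adjusted over the list alone, adjusted p = 0.326 with an estimated correlation), and none was called between the diseases (median 0.92, adjusted p = 0.557 with an estimated correlation). In PG, metalloproteinases (7 of 8), barrier alarmins (6 of 8), immediate-early genes (7 of 11) and glycolysis genes (5 of 10) held with an estimated correlation (adjusted p = 0.0415 each). Fibroblast markers rose in PG myeloid nuclei (6 of 8) and not in SS (0 of 8, 1 lower), and between SS and PG myofibroblast matrix genes had a median of −1.97 (5 lower adjusted over the list alone, adjusted p = 0.0214 with an estimated correlation). In total 1285 genes were higher and 1012 lower in SS, and 857 and 655 in PG, of 9308. Without HC replicate 1 the counts were 1510 and 781, without HC replicate 4 they were 1455 and 733, and without HC replicate 3 that of PG was 943. With only the 2 shallow HC libraries 12 and 7 genes were called. There SPP1 (at least 66.63-fold, adjusted P = 0.267, and 99.14-fold, adjusted P = 0.352), IL1B (at least 7.459-fold, adjusted P = 0.360, and 17.18-fold, adjusted P = 0.374), CXCL8 (72.32 times, 95% interval 12.97 to 2857, adjusted P = 0.2925, and 15.13 times, 2.713 to 598, adjusted P = 0.541), CCL3 (at least 7.25-fold, adjusted P = 0.130, and 3.025-fold, adjusted P = 0.315) and CXCL12 (−3.13, adjusted P = 0.0607, and −1.28, adjusted P = 0.459) lost their calls in SS and PG. Between SS and PG edgeR called 0 (464 at an unadjusted p below 0.05, DESeq2 17), and 5, 9 and 1 without PG replicate 1, 5 or 6.

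T and NK nuclei carried interferon genes as well. Of 38 type I genes 23 rose in SS (median 1.80, 28 adjusted over the list alone, adjusted p = 0.257 with an estimated correlation) and 12 in PG (n = 4, median 1.18, 16 adjusted over the list alone, adjusted p = 0.461 with an estimated correlation). ISG15 rose by 4.50 ± 0.97 in SS (adjusted P = 0.00781), and GBP4 by 3.84 and 3.75 in SS and PG. Of 8 measured interferon ligand genes 1 was tested, and it passed in neither disease (1.16 and 1.34). The macrophage markers rose here too (7 of 10 in SS, 10 of 10 in PG). In SS 781 genes were higher and 532 lower, and in PG 904 and 545, of 7874. Without HC replicate 1 or 4 the counts were 640 and 689 in SS, and 688 and 741 in PG. Without SS replicate 4 that of SS was 859, and without PG replicate 4, 5 or 6 that of PG was 888, 942 or 901. With only the 2 shallow HC libraries 13 and 2 genes were called, and ISG15 in SS (13.01 times, 95% interval 2.315 to 516, adjusted P = 0.4435) and GBP4 in both diseases (at least 2.402-fold, adjusted P = 0.268, and 2.285-fold, adjusted P = 0.328) lost their calls. A cluster led by IL22, with fibroblast markers as its second list, held 35 of 707 T and NK nuclei in HC, 2030 of 8652 in PG and 297 of 2146 in SS, so a shift of subsets was not separated from a change of state. Between SS and PG 6 genes were lower in SS, among them TMEM176A (−2.91, adjusted P = 0.0240), the carbonic anhydrase CA12 (−2.31 ± 0.36, adjusted P = 0.00302) and the complement gene C1QC of macrophages (−2.19 ± 0.36, adjusted P = 0.00362). The count was 2, 11 and 2 without HC replicate 1, 3 or 4, and 28, 2, 12 and 2 without PG replicate 1, 4, 5 or 6. Without SS replicate 6 it was 0 (CA12 −1.97, adjusted P = 0.15, C1QC −1.75, adjusted P = 0.16). With nuclei thinned to 300 UMIs the count was 0, and less 20% of the ambient profile 2. DESeq2 called 3 genes, of which 1 was shared with edgeR.

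In vascular endothelial nuclei the CXCR2 ligands rose in 3 of 4 cases in SS and 4 of 4 in PG (n = 4, HC n = 3), while few type I interferon genes moved (2 higher and 1 lower of 39 in SS, 1 higher and 2 lower in PG, camera adjusted P = 0.106 in SS). The median of the type I list in SS was 0.754, and 0.266 without SS replicate 1. Between SS and PG it was 0.720 (camera unadjusted p = 2.0e-08), and 0.154 without SS replicate 1 (camera unadjusted p = 0.0813). S100A8, the partner of S100A9, was 1936 times (95% interval 345.9 to 76600) and 1034 times (185.3 to 40860) higher. It was also among the leading genes of the keratinocyte-like cluster led by KRT16. RNA of other cells was therefore not excluded as the source of S100A8 in vascular nuclei. CD34 fell by 2.37 ± 0.34 in SS (adjusted P = 9.4e-05) and 1.46 ± 0.36 in PG (adjusted P = 0.00502), and HIF3A, a brake on hypoxia signalling, by 6.82 and 4.43. All 6 tested proliferation markers rose in both diseases. The HC libraries of the vascular and plasma classes were the 3 deep ones, so depth and diagnosis were confounded there (511 and 522 genes in vascular nuclei thinned to 300 UMIs). In SS 1166 genes were higher and 1144 lower, and in PG 1504 and 1103, of 9652. Without HC replicate 1 or 4 the counts were 1420 and 1296 in SS and 1440 and 1266 in PG, and without SS replicate 4 that of SS was 1415. Between SS and PG edgeR called 0 (564 at an unadjusted p below 0.05, DESeq2 28), and 3 and 1 without PG replicate 5 or 6. Plasma nuclei, with 651 genes tested, gave 12 higher and 3 lower in SS (n = 3 against 3) and 3 and 4 in PG (n = 4). S100A9 was at least 516.3-fold and 284.4-fold higher and the basal keratin KRT15 fell (−5.47 and −5.10). In SS the S100A9 call was lost without HC replicate 1, 3 or 4, PG replicate 4 or SS replicate 2 or 4 (adjusted P = 0.0533 to 0.177), and that of KRT15 without these or SS replicate 6 (−7.33 to −4.51, adjusted P = 0.0663 to 0.177). In PG both calls were lost without HC replicate 1, 3 or 4, PG replicate 4 or 5 or SS replicate 2 or 4 (S100A9 adjusted P = 0.0570 to 0.223, KRT15 −5.66 to −3.98, adjusted P = 0.0584 to 0.147). Less 20% of the ambient profile both calls were lost in SS (S100A9 adjusted P = 0.4427, KRT15 −5.16, adjusted P = 0.4427) and in PG (S100A9 adjusted P = 0.393, KRT15 −7.12, adjusted P = 0.393). The type I list had a median of 2.918 in SS (camera unadjusted p = 1.5e-05) and 2.223 in PG (camera unadjusted p = 0.00028). With nuclei thinned to 300 UMIs neither passed (3.562, p = 0.1075, and 2.632, p = 0.1077). Between SS and PG its median was 0.593 (camera unadjusted p = 0.0576). Of 9 type I genes none passed in either disease, and 0 passed between SS and PG over all 651 (19 at an unadjusted p below 0.05, DESeq2 0). The counts were 0 to 29 in SS and 0 to 57 in PG when 1 library was left out.

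The study described the interferon-responding cell type as varying between patients, so the level of the type I list was compared between lineages of the same biopsy. Fibroblast-like and myeloid levels moved together (Pearson r = 0.961, permutation p = 1e-05, the smallest 100000 permutations can give, Spearman rho = 0.944, permutation p = 1e-05, n = 17). Without the 2 libraries farthest from the median r was 0.936, within diagnoses 0.950, in the first pool alone 0.962, in SS 0.992 (exact permutation p = 0.00139, n = 6) and in PG 0.890 (exact permutation p = 0.0139, n = 6). Across all 10 pairs of lineages r ranged from 0.744 to 0.961 and every pair passed (largest adjusted p = 0.00058, permutation). The lowest pair was epithelial with endothelial and mural nuclei. The share of plasmacytoid dendritic-like nuclei did not follow the fibroblast-like level by Pearson's r (r = 0.380, permutation p = 0.132, n = 17). Spearman's rho was 0.511 (permutation p = 0.0375), r was 0.396 without the cluster led by XCR1, 0.422 without the 2 farthest libraries and 0.107 within diagnoses (permutation p = 0.752), so the relation did not hold within diagnoses. In SS r was −0.150 (exact permutation p = 0.765, n = 6) and in PG 0.515 (exact permutation p = 0.301, n = 6). Without SS replicate 1 r was 0.620 (permutation p = 0.0103).

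**Figure D4:**
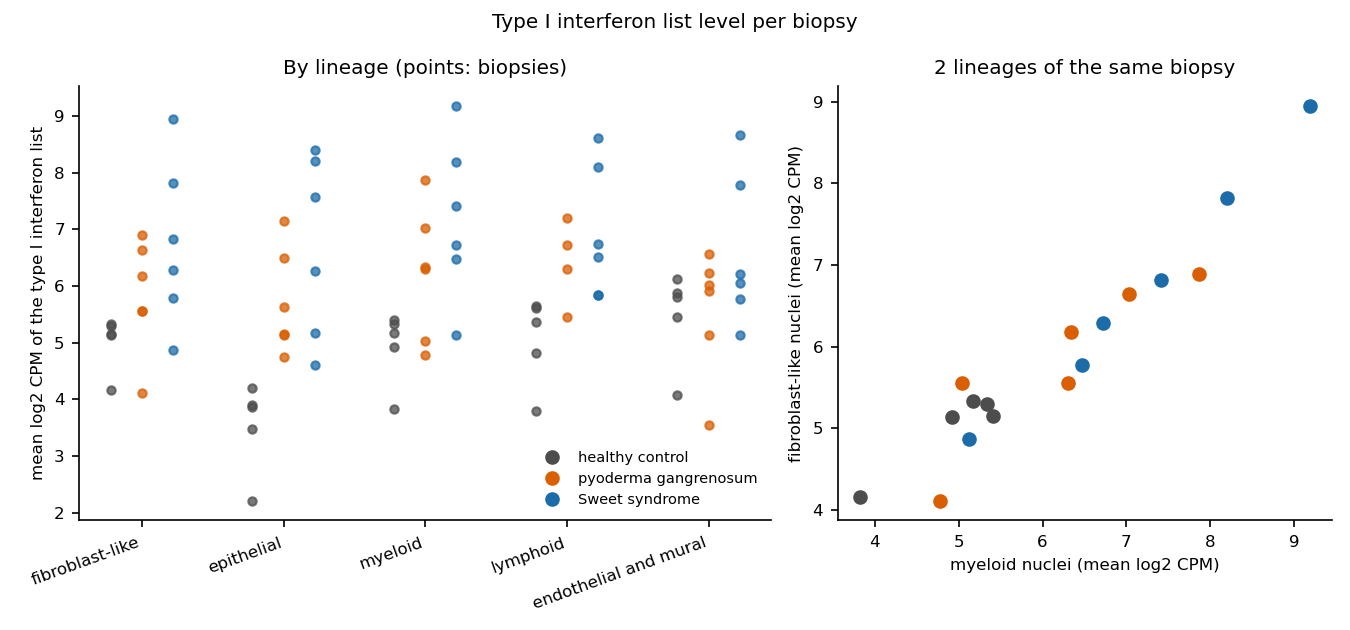
Mean log2 CPM of the type I interferon list (left, vertical axis) in 5 lineages and (right) in fibroblast-like against myeloid nuclei of the same biopsy. Points are biopsies of HC (n = 5), PG (n = 6) and SS (n = 6) skin with at least 30 nuclei of the lineage. Across the 17 biopsies the right-hand points had r = 0.961.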

Values the study reported

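The paper counted 70,534 nuclei after its quality filters. It put the mean at 1,088 genes and 1,706 transcripts for each nucleus. It named 15 major cell types. For plasmacytoid dendritic cells it gave a 15-fold rise in the neutrophilic dermatoses over normal skin.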

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

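The tests against the shallow HC libraries and less the ambient profile were chosen after the depths of the libraries had been seen, the test of the sequencing pool after the counts without its library, and the tests of marker levels as a measure of free RNA after the interferon levels had been seen. A library stood apart from the others of its group in 18 of 93 values, where chance gives about 1 in 20.

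PG replicate 6 held 23131 nuclei (next 6124), a median mitochondrial share of 0.901% (next 0.424%), 1.90% B nuclei (next 0.289%) and 11.1% plasma nuclei (next 2.69%). SS replicate 6 held 25.7% T and NK nuclei (next 9.79%). HC replicate 2, with the fewest counts, held 15.2% mast-like nuclei (next 4.14%), 3.42% adipocyte-like nuclei (next 0.429%) and the lowest unnamed share (0.932%, next 3.58%), and had the lowest type I interferon level in fibroblast-like nuclei (mean log2 CPM 4.16, next 5.14). SS replicate 5 held 4.34% mast-like (next 0.732%) and 0.807% adipocyte-like nuclei (next 0.145%). PG replicate 4 held 5.40% mural (next 2.91%) and 8.22% vascular nuclei (next 5.72%). PG replicate 2 held 4.38% neutrophil-like (next 1.75%) and 0.438% sebaceous-like nuclei (next 0.150%). HC replicate 3 held 0.559% neutrophil-like nuclei (next 0.101%), and HC replicate 5 held 7.74% sebaceous-like nuclei (next 1.01%). PG replicate 5 had the highest CXCR2 ligand level in epithelial nuclei (7.91, next 4.92). The tested difference between SS and PG passed for DACT1 in fibroblast-like nuclei (−3.04, adjusted P = 0.00439), and in T and NK nuclei for TMEM176A (−2.91, adjusted P = 0.0240), CA12 (−2.31, adjusted P = 0.00302), C1QC (−2.19, adjusted P = 0.00362) and TPM1 (−1.65, adjusted P = 0.0240).

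The first pattern is the number of genes that differed from HC. Of 60 splits of the libraries, the real one included, only the real one (1) called as many in SS against HC. Fibroblast-like nuclei gave 3333 against at most 2582 in the others, keratinocyte-like nuclei 2653 against 631 and myeloid nuclei 2297 against 918. T and NK nuclei gave 1313 against 473 and vascular nuclei 2310 against 513. Chance is therefore unlikely in these classes. In PG against HC the real split alone (1) reached its count in the same classes. Over 60 splits the counts were 2901 against 880 in fibroblast-like, 2855 against 531 in keratinocyte-like and 1512 against 813 in myeloid nuclei. T and NK nuclei gave 1449 against 819 over 60 splits, and vascular nuclei 2607 against 2267 over 35. Chance is unlikely there too, but ranking first among 60 or 35 splits does not exclude it. The ranks were not adjusted over classes and contrasts. In plasma nuclei the 10 splits of SS and HC are too few (15, highest other 0), and chance cannot be excluded for PG and HC, where 2 of 35 splits called 7 or more (highest other 58). Chance cannot be excluded for SS against PG in fibroblast-like nuclei (9 of 60 splits called 1 or more, highest 11) and T and NK nuclei (9 of 60 called 6 or more, highest 26). In keratinocyte-like, myeloid, vascular and plasma nuclei 0 genes were called, which every split reaches (60 of 60 with a highest of 47, 13 and 74, and 35 of 35 with a highest of 3), so the splits decide nothing there. The 60 splits were drawn at random, and an earlier draw of them gave other highest counts with the same number of splits reaching the real count, so the highest counts depend on the draw. Single splits between SS and PG called several times the real count, which points to a structure of the libraries that was not tested, although the median of the other splits was 0 in every comparison. Deeper nuclei in 3 of the 5 HC libraries were tested as the cause in fibroblast-like nuclei: against the 2 shallow HC libraries the median signed change of the called genes was 1.005 times its value in SS (1.29 against 1.28, interquartile range 0.83 to 2.01) and 1.009 times in PG (1.29 against 1.28), fitted values of genes near 0 counts included, which argues against depth there, although with 2 HC libraries most calls ended. That median speaks for the called genes as a set. Against the shallow HC libraries the estimate of CXCL1 was smaller in both diseases and that of TNC larger, so depth stays open for CXCL1. Depth was not tested by the median change in the other classes and stays open in vascular and plasma nuclei, whose HC libraries were the 3 deep ones. Without HC replicate 5, the only library of the second sequencing pool, 3571 genes were called in SS and 3044 in PG, which argues against the pool. The diagnosis remains open, and a change of state within the fibroblast-like class was not separated from a change of its subsets.

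The second pattern is the rise of the type I interferon list in fibroblast-like nuclei of SS. Less 20% of each library's pooled profile, the median change was 0.884 times its value (1.89 against 2.14), which does not by itself exclude free RNA, since that profile was assumed. In the 12 disease libraries RNA of the other lineages, at the share their markers reach in fibroblast-like nuclei, would bring a median of 18.8% of the interferon level there (9.79% to 45.5%), of which myeloid RNA would bring 11.1%. In PG replicates 2 and 3 the lymphoid lineage had no value, so their sums leave it out, the lowest (PG replicate 3) included. These shares argue against free RNA as the whole source, and leave a part of it open.

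The third pattern is the shared interferon level of fibroblast-like and myeloid nuclei. In fibroblast-like nuclei the interferon list reached 75.4% (median of 12 disease libraries) of its myeloid level. Macrophage markers reached 8.71% of theirs, a gap beyond the SD of 11.97. Part of this gap was set beforehand, since such markers named the myeloid class. In HC the list also stood at similar levels in both lineages (mean log2 CPM 5.33 and 5.17 in HC replicate 1, 5.29 and 5.34 in HC replicate 4). The gap argues against free RNA as the whole source of the fibroblast-like level. A ratio of levels cannot decide whether free RNA adds to the shared variation across libraries, which stays open. A signal that reaches all lineages of a biopsy may explain the shared level, a hypothesis found on the same data. A biopsy-wide difference in handling was not tested.

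For the lineages within libraries, 1 of 24 draws with shuffled lineages (the real one) called as many genes in endothelial and mural (5261 against at most 140), epithelial (7381 against 307), fibroblast-like (6175 against 215), lymphoid (5685 against 0) and myeloid nuclei (6572 against 1042). The lineages were named from clusters of the same expression, so they had to call more genes than shuffled ones, and the draws do not decide whether chance can be excluded.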

How the results depend on the processing

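In the comparisons between diagnoses, nuclei thinned to 300 UMIs, counts less 20% of the ambient profile and only the 2 shallow HC libraries were tests chosen after the data had been seen. So was the plasmacytoid dendritic-like class less its cluster led by XCR1. The other settings were fixed before the data were examined. Of the named genes, 4516 values under an alternative kept their direction and side of the threshold, 270 lost the call and 9 gained it. Of the shares 205 kept it and 11 gained it. Of the fixed lists 458 kept it, 10 lost it and 20 gained it. Of the counts 463 stayed within 1.5 times, 66 fell and 38 rose further. None reversed. Without the library block 3 instead of 5 neutrophil chemokines were called in fibroblast-like nuclei. By camera's unadjusted p (0.127 in lymphoid and 0.0514 in myeloid nuclei as reported), the type I list passed in lymphoid nuclei without a filter (median 0.1615) and in nuclei with at least 1000 UMIs (0.2042), and in myeloid nuclei with DESeq2 size factors (0.3131), without a filter (0.4327), with at least 100 nuclei (0.3488) and less ambient counts (0.4634). The 10 lost were the type I list of SS against HC in vascular nuclei (0.754, p = 0.0423 as reported) without HC replicate 1 (0.7414) or 4 (0.708), PG replicate 5 (0.7449) or 6 (0.7398) or SS replicate 1 (0.2659) or 6 (0.4654) and less ambient counts (0.4606), that of SS against PG there without SS replicate 1 (0.154, 0.7199 as reported), and in plasma nuclei thinned to 300 UMIs that of SS (3.562, p = 0.1075) and PG (2.632, p = 0.1077) against HC (2.918 and 2.223 as reported). The type I list of SS against PG in plasma nuclei (0.593, p = 0.0576 as reported) gained the call without a filter (0.469, p = 2.1e-05). It was also gained without HC replicate 1 (0.613), 3 (0.596) or 4 (0.587), and without PG replicate 4 (0.617) or 5 (0.945). Leaving out SS replicate 2 (0.662) or 4 (1.145) gave it too. In the following, counts are of genes called. With nuclei thinned to 300 UMIs, and so with fewer counts, SS against HC gave 214 in T and NK, 1345 in fibroblast-like, 1289 in keratinocyte-like, 799 in myeloid and 511 in vascular nuclei. PG against HC gave 161, 1174, 1404, 333 and 522, and 25 in plasma nuclei. SS against PG gave 0 in T and NK, 0 in fibroblast-like and 3 in keratinocyte-like nuclei. Less 20% of the ambient profile, SS against HC gave 867 in T and NK, 1537 in keratinocyte-like and 0 in plasma nuclei, PG against HC 1731 in keratinocyte-like and 0 in plasma nuclei, and SS against PG 2 in T and NK, 3 in fibroblast-like, 1 in myeloid and 2 in vascular nuclei. With only the 2 shallow HC libraries, and so fewer libraries, SS and PG gave 13 and 2 in T and NK, 406 and 317 in fibroblast-like and 12 and 7 in myeloid nuclei, and no value in the other classes. DESeq2 gave, for SS against PG, 3 in T and NK, 41 in fibroblast-like, 69 in keratinocyte-like, 17 in myeloid and 28 in vascular nuclei, and 50 and 61 in plasma nuclei of SS and PG against HC. DESeq2 size factors gave 2 for SS against PG in fibroblast-like nuclei and 8 for SS against HC in plasma nuclei. Without a filter SS against PG gave 15 in T and NK and 5 in fibroblast-like nuclei, and PG against HC 4302 in keratinocyte-like and 15 in plasma nuclei. Of the 54 shares, where 0 passed, 5 passed in nuclei with at least 1000 UMIs and 6 at resolution 2. Beyond the fewer counts and libraries named, the cause was not tested.

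Leaving out 1 library at a time, SS against HC gave 640 to 1407 in T and NK, 2588 to 3571 in fibroblast-like, 1573 to 3278 in keratinocyte-like, 1455 to 2387 in myeloid, 0 to 29 in plasma and 1296 to 2519 in vascular nuclei. PG against HC gave 688 to 1648, 2029 to 3085, 1763 to 3194, 733 to 1657, 0 to 57 and 1266 to 3062 in the same order. SS against PG gave 0 to 28, 1 to 25, 0 to 25, 0 to 9, 0 to 0 and 0 to 3. The myeloid type I median ranged from 0.3539 to 0.4694, and passed without HC replicate 1 (0.447), 2 (0.469) or 4 (0.468) or SS replicate 2 (0.394), 5 (0.447) or 6 (0.460). In plasma nuclei SS against HC gave 1, 2 and 1 without HC replicate 1, 3 or 4, 1, 25 and 29 without PG replicate 4, 5 or 6, and 0 and 2 without SS replicate 2 or 4. PG against HC gave 3, 2 and 1 without HC replicate 1, 3 or 4, 57, 0, 3 and 20 without PG replicate 1, 4, 5 or 6, and 0 and 2 without SS replicate 2 or 4. The correlation of fibroblast-like and myeloid interferon levels ranged from 0.949 to 0.970, and that with the plasmacytoid dendritic-like share from 0.306 to 0.620.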

Other observations

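The test of interferon against chemokine levels was chosen after the levels had been seen, and that of the plasmacytoid dendritic-like share without a cluster after the shares had been seen. The first asked whether biopsies high in interferon-stimulated genes were low in neutrophil chemokines, in fibroblast-like nuclei of the 12 disease libraries. Pearson's r between the type I and the CXCR2 ligand levels was −0.4425 (permutation p = 0.152) and Spearman's rho −0.3357 (permutation p = 0.291), and r was −0.3652 without the 2 libraries farthest from the median. Within diagnoses r was −0.4014 (permutation p = 0.238), with −0.7683 in SS (exact permutation p = 0.0819, n = 6) and 0.228 in PG (exact permutation p = 0.661, n = 6), so the question stays undecided at this number of biopsies.

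SS and PG shared the HC libraries, which alone makes their changes alike. In fibroblast-like nuclei the changes correlated across genes with r = 0.927, against 0.532 in simulated data without change and a median of 0.857 when each disease had its own HC libraries. Of the called genes 1261 rose and 1120 fell in both, where independent lists would share 297.5 and 239.8, and 0 went opposite ways. Genes are not independent replicates.

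The mean share of plasmacytoid dendritic-like nuclei was 4.29 times higher in the disease libraries than in HC (bootstrap 95% interval 2.23 to 10.9). Without the cluster led by XCR1 it was 8.20 times higher (3.37 to 45.1), and 14.97 times higher over all nuclei pooled (494 against 10 nuclei), against 5.50 times with it. The study gives a share of total cells, as here, but not whether its fold is of means or of pooled nuclei, and the classes were rebuilt here.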
